# Effects of paternal methionine supplementation on sperm DNA methylation and embryo transcriptome in sheep

**DOI:** 10.1093/eep/dvac029

**Published:** 2022-12-23

**Authors:** Jessica Townsend, Camila U Braz, Todd Taylor, Hasan Khatib

**Keywords:** DNA methylation, fetal programming, paternal effect, nutritional epigenetics, embryo transcriptomics

## Abstract

Environmental effects on gene expression and offspring development can be mediated by epigenetic modifications. It is well established that maternal diet influences DNA methylation patterns and phenotypes in the offspring; however, the epigenetic effects of paternal diet on developing offspring warrants further investigation. Here, we examined how a prepubertal methionine-enriched paternal diet affected sperm DNA methylation and its subsequent effects on embryo gene expression. Three treatment and three control rams were bred to seven ewes, and blastocysts were flushed for RNA extraction. Semen was collected from all rams and submitted for reduced representation bisulfite sequencing analysis. In total, 166 differentially methylated cytosines were identified in the sperm from treatment versus control rams. Nine genes were found to be differentially expressed in embryos produced from treatment versus control rams, and seven differentially methylated cytosines in the sperm were found to be highly correlated with gene expression in the embryos. Our results demonstrate that sperm methylation differences induced by diet may influence fetal programming.

## Introduction

The importance of an optimal uterine environment and proper maternal nutritional requirements has been well established. Epidemiological studies demonstrate a strong connection between maternal health during pregnancy and diseases in the offspring. Studies have shown that there is an increased risk of childhood obesity in offspring born to diabetic mothers [1] and an increased risk of high blood pressure in offspring exposed to high protein intake during pregnancy [2], and high sugar intake during pregnancy has been associated with childhood atopy and asthma [3]. Anway et al. exposed gestating female rats to the endocrine disruptors such as vinclozolin or methoxychlor, which led to decreased spermatogenic capacity and increased male infertility from the F1 to F4 generation [4]. These connections between maternal and offspring health form the premise of the Developmental Origins of Health and Disease hypothesis, which outlines how environmental insults during critical periods of development lead to epigenetic modifications, changes in gene expression, and overall phenotypic differences [5].

While the maternal effects on offspring are fairly well understood, the paternal effects on offspring development need further evaluation. Studies have shown that obese male mice produce offspring with insulin resistance, glucose intolerance, and increased adiposity [6]. Interestingly, adult offspring from male mice fed a low protein diet also display impaired glucose tolerance, cardiovascular dysfunction, and increased adiposity [7]. Similar to the Developmental Origins of Health and Disease hypothesis, these connections between paternal health and offspring health form the Paternal Origins of Health and Disease (POHaD) hypothesis [8].

Years of research have demonstrated that paternal environmental insults can affect the phenotype of offspring; however, it is crucial to further investigate the mechanisms by which these insults are seemingly inherited. Jirtle and Skinner demonstrated that environmentally induced epigenetic changes such as DNA methylation, histone modifications, and noncoding RNAs could be transferred through the germline to the next generation [9]. When looking at sperm from obese males, they display DNA methylation differences compared to lean males [10]. DNA methylation differences in imprinted genes in offspring from obese fathers have also been observed [11]. In mice, male obesity led to alterations in microRNA content and a reduction in DNA methylation in sperm [6]. Undernutrition has also been associated with sperm hypomethylation [12]. In another study, Kubsad et al. exposed gestating rats to the herbicide known as Roundup and identified differentially methylated regions (DMRs) in the sperm of treated versus control males from three subsequent generations [13].

Most paternal epigenetic inheritance research has used mouse and rat models, while livestock species have been largely ignored, leading our laboratory to investigate the inheritance of DNA methylation throughout several generations in sheep. Braz et al. [14] and Gross et al. [15] found that supplementing methionine, a methyl donor, to prepubertal rams led to differentially methylated cytosines (DMCs) in the sperm of the F0 generation, some of which were inherited by the F1 and F2 generations. Phenotypic traits such as scrotal circumference and loin muscle depth were also influenced by the paternal diet and inherited by subsequent generations [14, 15].

These studies have shown that epigenetic marks caused by environmental changes are heritable to future generations. However, the embryonic stage has not been evaluated regarding paternal nutritional changes. Previous research demonstrated that adding dietary methionine to cows at the preimplantation stage of embryo development altered the expression of 276 genes in collected blastocysts [16]. Other studies reported that fetuses produced from sheep fed either hay or corn during the late gestation displayed differential methylation and gene expression in muscle and adipose tissues [17–19]. Therefore, we hypothesized that the exposure of prepubertal males to a methyl donor, methionine, would alter sperm DNA methylation, leading to altered embryo gene expression.

## Results

### Effects of Diet on Methylation Patterns in Sperm

To assess if the methionine supplementation affected DNA methylation patterns in the sperm, we performed reduced representation bisulfite sequencing (RRBS) analysis for the three methionine-treated rams and the three control rams. 

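In RRBS, genomic DNA is cut into fragments rich in CpG sites and treated with bisulfite, which turns unmethylated cytosines into thymines, so that each read shows whether a cytosine was methylated. Sperm came from 3 control rams (Ram410, Ram423 and Ram444 in the labels) and 3 methionine-treated rams (Ram424, Ram498 and Ram511), and the ram was the replicate. The treatment was a top-dress of 1.5 g of rumen-protected methionine, a form of the amino acid that passes the rumen undegraded, on meals of 0.45 kg for 77 days from a mean age of 88 days. The authors aligned the reads to the Oar_rambouillet_v1.0 genome with Bismark, removed duplicates by their unique molecular identifiers, and deposited the numbers of methylated and unmethylated reads at each cytosine of each ram, with the strands of a CpG site listed apart. All 1850625 cytosines had at least 10 reads in each of the 6 rams. The median coverage of a cytosine was 22, 25 and 23 reads in control rams Ram410, Ram423 and Ram444, and 22, 39 and 31 reads in methionine-treated rams Ram424, Ram498 and Ram511. Summed over cytosines, where a read counts at each CpG site it spans, coverage ranged from 45845774 to 49936380 in control rams (median 45891151) and from 44504409 to 75603721 in methionine-treated rams (median 61321968). The lowest coverage among the 6 rams had a median of 17 reads over cytosines, which limits the precision of a single ram's level.

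For each cytosine, a logistic regression of the read counts on diet was fitted, with the variance widened by the spread between rams (the overdispersion, at least 1) and a two-sided chi-square test of diet. The paper's model also holds the age of the ram, which was not used here because the age of each ram is not given in the text. P-values were adjusted by the Benjamini-Hochberg method to q values, and a DMC had q under 0.01 and a difference of over 20 percentage points between the methylated shares of the pooled reads of each diet. Regional counts were summed over windows of 200 bp moved in steps of 50 bp with at least 3 cytosines and tested in the same way. Levels are given as the mean of 3 rams with the SD between rams, and differences are methionine minus control.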

In total, 1 850 625 Cs at CpG context were found, of which 166 were differentially methylated between the two groups [DMCs; false discovery rate (FDR) <0.01; methylation difference >20%]. 

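Of the 1850625 cytosines, 341 passed both thresholds, and 54463 (2.94%) had an unadjusted p under 0.05. All 166 DMCs of Table S1 were among the 341, and their differences were within 5.0e-05 points of those in that table. Their differences in size ranged from 21.1 to 97.6 points with a median of 43.2 points, at coverages of 10 to 141 reads per ram (median 23). At all 166, every ram of one diet had a higher level than every ram of the other, and at each of them the overdispersion was 1. Where no levels are tied, chance alone separates 3 rams from 3 at 10% of sites. Over all cytosines, of which 61.2% to 70.2% had a level of 0% in a given ram and so are often tied, 2.43% were separated in this way. Because the DMCs were chosen on these same rams, this separation is not independent evidence. The other 175 DMCs were separated by diet at 173 sites and had a median overdispersion of 1.42.

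The largest decrease was on chromosome 23 at position 63933955, an intergenic cytosine of Table S1 that was unmethylated in all 3 methionine-treated rams and methylated at 97.4% ± 2.23 (SD, n = 3) in control rams, with coverages of 10 to 30 reads and q of 1.17e-25. The largest increase was on chromosome 18 at position 69320073, which is not in Table S1: its level was 95.8% ± 7.22 (SD, n = 3) with methionine and 0% in the 3 control rams, at coverages of 16 to 33 reads. With 3 rams per diet, an exact two-sided permutation test of the levels at a single site cannot give a p under 0.1.

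The number of DMCs depended most on how the spread between rams entered the test. Without the overdispersion correction 5905 cytosines passed. With an F test of the same deviance 0 passed (6922 cytosines at an unadjusted p under 0.05, smallest q 0.971), and limma on logit-transformed levels with the ram as the replicate gave 0 as well (100111 at an unadjusted p under 0.05, smallest q 0.0795). The F test also called 0 of 200 simulated changes of 50 points, so its 0 is uninformative. An F test only where the overdispersion was over 1, with a chi-square test elsewhere, called 166 cytosines, all in Table S1. That setting was chosen after the values were seen. With each ram left out in turn, 446 to 1424 cytosines passed: 1424 without Ram424, 854 without Ram410, 643 without Ram444, 559 without Ram498, 523 without Ram423 and 446 without Ram511. Of the 166 DMCs of Table S1, 129 to 154 passed in each of these tests and 105 in all of them.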

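Among 567309 windows with at least 3 cytosines, 360 passed the thresholds for a differentially methylated region (DMR), 339 with lower and 21 with higher methylation in methionine-treated rams, and overlapping windows merged into 135 regions. In all 360 windows the levels of the 3 rams of one diet lay apart from those of the other, which chance gives at 10% of windows without tied levels, but these windows were chosen on the same rams, so that this is not independent evidence. Over all windows, 40503 had an unadjusted p under 0.05. The smallest p-value was found on chromosome 23 from 59415951 to 59416150, a window with 3 cytosines and 45 to 111 counts per ram. Its methylation was 42.2% ± 6.13 (SD, n = 3) in methionine-treated rams and 97.9% ± 0.837 (SD, n = 3) in control rams, a difference of -55.9 points in the pooled reads with q of 5.55e-39.

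Table S2 lists 45 windows, which form 27 regions. Of these windows, 43 held enough cytosines to be tested here, all 43 changed in the direction the paper gives, 26 differed from the paper's value by less than 0.001 points, and 36 passed the thresholds. The largest gap to the paper's value was 20.6 points. Windows of Table S2 contained 11 DMCs of Table S1, whereas the 360 windows found here contained 67 of the 166 and 157 of the 341 DMCs. The F test called 0 windows (8466 at an unadjusted p under 0.05), and without the overdispersion correction 5591 passed. The count rose to 2313 without Ram424 and to 1014 without Ram410, and lay between 365 and 532 when another ram was left out.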

A total of 45 DMRs were also identified, which contained 11 overlapping DMCs (Supplementary Table S1). DMCs spanning 25 chromosomes were identified, with 39 DMCs displaying a methylation difference of >50% (Fig. 1). 

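The 166 DMCs of Table S1 lay on 25 autosomes, and the 341 cytosines that passed here lay on 27 chromosomes. The additional chromosomes were chromosome 7, with 5 DMCs, and the X chromosome, with 1. Relative to the number of cytosines tested, chromosomes 23 and 16 held the most DMCs. Chromosome 23 had 36 among 46014 cytosines (78.2 per 100000), of which 18 are in Table S1, and chromosome 16 had 25 among 37376 cytosines (66.9 per 100000), of which 19 are in Table S1. Chromosome 3 had the highest number, 39 among 172335 cytosines (22.6 per 100000), and 24 of them are in Table S1. Chromosome 1 had 8 among 140953 cytosines (5.68 per 100000).

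Differences of over 50 points were found at 39 of the 166 sites, 30 lower and 9 higher in methionine-treated rams, and at 109 of the 341, of which 87 were lower. The largest increase in Table S1 was on chromosome 3 at position 190588956, an intergenic site inside a DMR of Table S2, where methylation was 61.8% ± 18.1 (SD, n = 3) in methionine-treated rams and 0% in control rams, at coverages of 12 to 26 reads. The 1 cytosine within 50 bp on its strand, at a level of 95.6% and so with little room to rise, changed by -1.70 points. Both windows of Table S2 that hold the site rose by 13.7 points here and did not pass the thresholds (q of 0.128). A coverage of at least 20 reads in each ram left 630532 cytosines, with 61 DMCs, 11 of them over 50 points.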

Approximately half of the DMCs mapped to intergenic regions, while ∼40% were located in intronic regions, 8% localized to promoter regions and exons, and <5% resided in 3ʹ and 5ʹ untranslated regions. 

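The annotation in Table S1 places 81 of its 166 DMCs (48.8%) in intergenic regions. Their mean methylation was 37.0% ± 1.83 (SD, n = 3) in methionine-treated rams and 63.4% ± 0.389 (SD, n = 3) in control rams, and 65 of the 81 were hypomethylated. Introns held 67 DMCs (40.4%), 55 of them hypomethylated, with mean levels of 38.7% ± 1.52 (SD, n = 3) with methionine and 66.7% ± 1.22 (SD, n = 3) in controls. Exons held 13 DMCs (7.83%) and promoters, defined by the paper as the 10 kb upstream of transcription start sites, held 12 (7.23%). Together 23 DMCs (13.9%) were in a promoter or an exon. At the promoter DMCs, 9 of which were hypomethylated, methylation was 33.9% ± 4.11 (SD, n = 3) with methionine and 53.8% ± 2.30 (SD, n = 3) in controls, and at the exon DMCs, also with 9 hypomethylated, it was 39.2% ± 2.70 (SD, n = 3) and 56.2% ± 3.51 (SD, n = 3). The 3ʹ untranslated regions held 4 DMCs (2.41%), of which 1 was hypomethylated, and the 5ʹ untranslated regions held 2 (1.20%), both hypomethylated. A DMC can belong to several of these classes.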

About 23% of the DMCs mapped to repeat sequences, including the transposable elements long interspersed nuclear elements, short interspersed nuclear elements, and long terminal repeat (Fig. 2). 

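Of the 166 DMCs of Table S1, 39 (23.5%) lay in repeat sequences, 30 of which were hypomethylated. Their mean methylation was 33.6% ± 2.16 (SD, n = 3) in methionine-treated rams and 58.0% ± 1.96 (SD, n = 3) in control rams, and at the 127 DMCs outside repeats it was 38.2% ± 1.58 (SD, n = 3) and 65.4% ± 0.685 (SD, n = 3). Short interspersed nuclear elements held 27 DMCs, 19 hypomethylated, with a median difference in size of 43.6 points. Long interspersed nuclear elements held 8, of which 7 were hypomethylated, with levels of 17.9% ± 3.17 (SD, n = 3) with methionine and 49.9% ± 2.63 (SD, n = 3) in controls. Long terminal repeats and simple repeats held 2 DMCs each, all hypomethylated. The median coverage was 22 reads at DMCs in repeats and 23 reads at the others.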

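Among the 341 DMCs, 291 (85.3%, Wilson 95% confidence interval 81.2 to 88.7, which treats DMCs as independent although neighbouring cytosines are not) had lower methylation in methionine-treated rams and 50 had higher methylation. At the hypomethylated DMCs of Table S1 the median level was 85.2%, 78.3% and 81.7% in control rams Ram410, Ram423 and Ram444 and 34.6%, 26.6% and 31.4% in methionine-treated rams Ram424, Ram498 and Ram511. At its hypermethylated DMCs the median was 0% in each control ram and 55.3%, 44.9% and 55.1% in Ram424, Ram498 and Ram511. The hypomethylated share changed most when rams were left out: it was 68.0% without Ram444, 69.1% without Ram498 and 73.8% without Ram423, but 93.1% without Ram424. Among the 61 DMCs with at least 20 reads in each ram it was 95.1%.

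The direction of the DMCs was not matched by a detectable change across all cytosines. Averaged over the 1850625 cytosines, methylation was 12.7% ± 0.774 (SD, n = 3) in methionine-treated rams and 13.1% ± 0.485 (SD, n = 3) in control rams, a difference of -0.429 points that was within the spread between rams (exact two-sided permutation test over 20 assignments, p = 0.5, with 0.1 the smallest p possible). The methylated share of all reads was 10.2% ± 4.75 (SD, n = 3) and 15.3% ± 0.418 (SD, n = 3). It was 15.5% in methionine-treated Ram424 but 6.14% in Ram498 and 9.12% in Ram511. In Ram498 and Ram511 this share lay under the mean level over cytosines (12.1% and 12.4%), whereas in the other rams it lay above. The low shares of these rams thus reflect higher coverage at cytosines with less methylation.

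**Figure D1:**
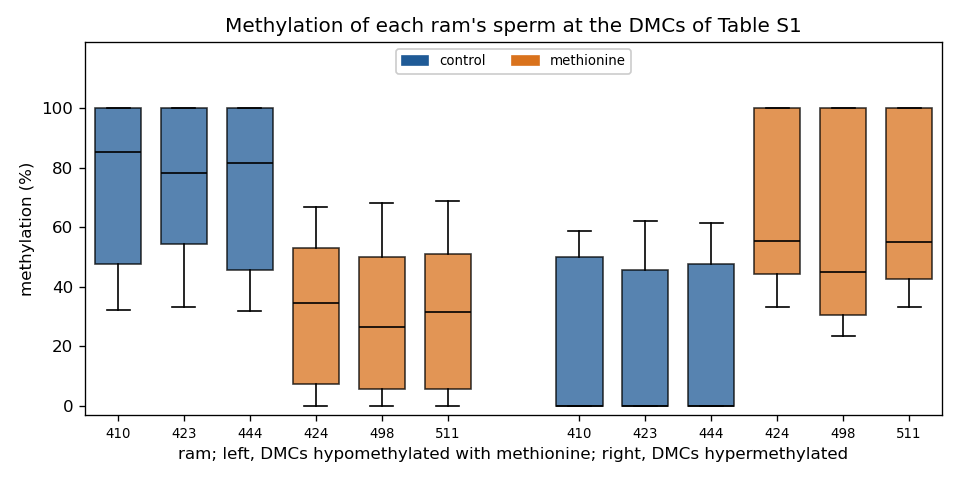
Methylation in percent of each ram's sperm at the DMCs of Table S1, with hypomethylated DMCs on the left and hypermethylated DMCs on the right. Boxes show the median and quartiles over DMCs, and whiskers reach a fixed low and high percentile over DMCs. At hypomethylated DMCs the medians are 78.3% to 85.2% in control rams and 26.6% to 34.6% in methionine-treated rams.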

Of the 166 DMCs, 134 were hypomethylated, and 32 were hypermethylated in the treatment group compared to the control group.

**Figure 1:**
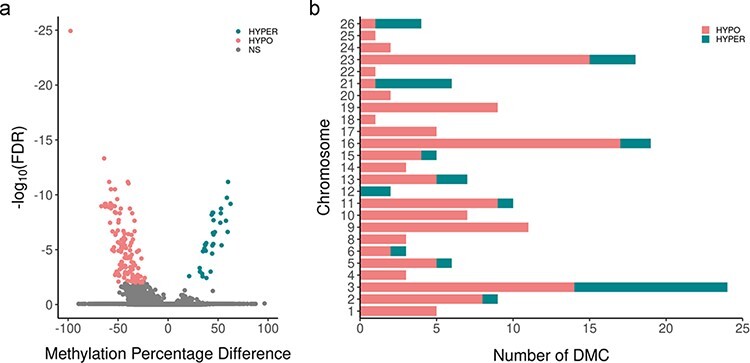
(a) The volcano plot of DMC analysis. DMCs were defined as those with a methylation difference (*x*-axis) >20% between treatment and control animals with an FDR of 0.01 (*y*-axis) as threshold values. Pink and blue dots represent DMCs hypomethylated and hypermethylated in the methionine-treated group compared to the control group, respectively. (b) DMC chromosomal distribution from sperm. DMCs were distributed throughout 25 (of 26 total) autosomal chromosomes. Pink shading represents DMCs that were hypomethylated, and blue shading represents DMCs that were hypermethylated in methionine-treated versus control rams

**Figure 2:**
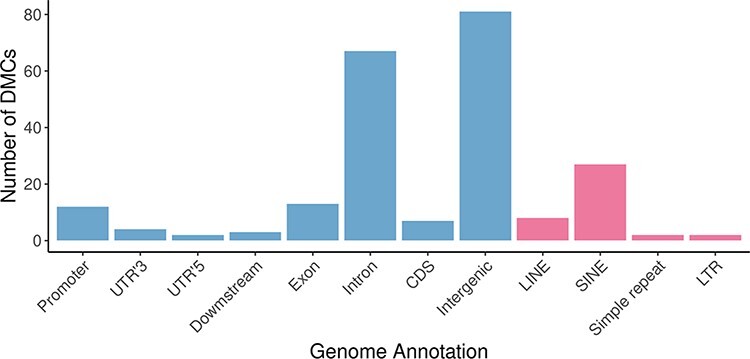
Location of DMCs between sperm from methionine-treated and control rams throughout the genome

### Differentially Expressed Genes in Embryos

To evaluate whether the addition of methionine to the paternal diet affects gene expression in the embryos produced from the breeding, we performed RNA sequencing from six control pools and six treatment pools of five embryos each. 

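The 12 pools of embryos, flushed 8 days after the rams were introduced to the ewes, held 5 embryos each and came from the 6 rams in unequal numbers. Control Ram410, Ram423 and Ram444 each sired 2 pools, whereas methionine-treated Ram424 sired 4 and Ram498 and Ram511 sired 1 each. Pools were formed by sire and dam, and the dam of each pool was not used here. RNA was amplified as a whole transcriptome before sequencing, and the authors deposited the number of reads that STAR counted on each of 20092 genes, without normalization. The text of the paper does not name the strand setting of the counting, which was not tested here, so it is not known whether the counts hold the reads of 1 strand alone. The counts of a pool summed to 1173289 to 1554651 for control pools (median 1399545) and to 1017847 to 2398589 for methionine pools (median 1786688). Amplified reads without molecular identifiers are not independent molecules, so these totals overstate the depth in molecules.

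Genes with at least 15 counts in more than 3 pools were tested, which left 16488 genes. Counts were normalized by edgeR's trimmed mean of M-values (TMM) method and compared between diets by edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg FDR under 0.05 for a differentially expressed gene. The paper's likelihood-ratio test, DESeq2 and fits with the ram in place of the pool as the replicate were run as alternatives. Expression is given as TMM-normalized CPM, which are counts scaled by library size, as the mean over 6 pools with the SD between pools.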

No morphological differences were found between the two embryo groups. Of the 16 979 expressed genes analyzed, nine genes were differentially expressed between embryos from the two groups (FDR <0.05), of which six genes were downregulated and three were upregulated in the embryos from treatment sires compared to those from control sires (Table 1). This result suggests that paternal diet may affect embryo transcriptomics, likely through epigenetic mechanisms such as DNA methylation and other paternal factors such as histone modifications and noncoding RNAs.

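By the quasi-likelihood test of edgeR, 0 of 16488 genes had an FDR under 0.05. The smallest FDR was 0.584, and 1306 genes (7.92%) had an unadjusted p under 0.05. Of the alternatives set in advance, DESeq2 moved the count most, calling 16 genes, 7 lower and 9 higher in embryos from treatment sires (1430 genes at an unadjusted p under 0.05). The likelihood-ratio test of edgeR called 5 genes (1454 genes at an unadjusted p under 0.05), which were all in Table 1: C20H6orf136 (FDR 0.0173), HRC (0.0173), CERS1 (0.0312), UNC93A (0.0312) and LOC114111604 (0.0349). Summing the pools of each ram, so that 3 rams were compared with 3, gave 0 genes with the quasi-likelihood test (572 at an unadjusted p under 0.05), and so did limma with the ram as a random effect (355 at an unadjusted p under 0.05). Likelihood-ratio tests chosen after the values were seen, on 16979 genes left by another filter, called up to 29 genes.

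Of the 9 genes of Table 1, 8 passed the filter on low counts and all 8 changed in the direction the paper gives. When adjusted over the list alone, all 8 had an FDR under 0.05, but the list was chosen on these pools, so this is not independent evidence. HRC, which encodes a protein of the sarcoplasmic reticulum, had 9.29 ± 1.83 CPM (SD, n = 6) in embryos from treatment sires and 31.5 ± 13.1 CPM (SD, n = 6) in those from control sires, a log2 fold change of -1.76 (standard error 0.34). UNC93A decreased by 1.48 (standard error 0.31) on the log2 scale and C20H6orf136 rose by 1.52 (standard error 0.30), from 21.9 ± 8.90 to 62.9 ± 17.8 CPM (SD, n = 6). For each of these 3 genes every pool of one group lay above every pool of the other (exact two-sided permutation test over 924 assignments of the pools, p = 0.00216, which takes the pools of a ram as independent). With the 6 rams as the unit, the exact two-sided p was 0.1, the smallest possible.

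Other genes of Table 1 varied widely between pools. DENND6B had 1868 CPM in control pool Embryo423_1 and 3.85 to 15.6 CPM in the other control pools, and its log2 fold change went from -5.37 (standard error 1.48) to -0.27 without that pool. TRAM1L1 had 949 CPM in pool Embryo424_2, 276 CPM in pool Embryo511_1 and 206 CPM in pool Embryo424_1, but 1.20 to 14.1 CPM in the other methionine pools and 3.54 to 19.2 CPM in control pools, with a log2 fold change of 4.31 (standard error 1.10). The log2 fold change of TRAM1L1 was 3.03 without pool Embryo424_2 and 1.65 by limma with the ram as a random effect. The diets were not told apart for this gene by an exact two-sided permutation test (p = 0.177 over pools and 0.5 over rams). LOC114111604 decreased by 2.35 (standard error 0.52) and was highest in control pool Embryo444_2 with 80.0 CPM. LOC105604880 had 15 counts or more in only 3 pools, the control pools Embryo444_1 (180 CPM), Embryo423_1 (144 CPM) and Embryo444_2 (27.6 CPM), and so was not among the genes tested.

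Outside Table 1, the 5 genes with the smallest p were LOC114116929, with a log2 fold change of -1.15 (standard error 0.25), TARBP2 with 1.31 (0.29), LGI4 with -1.25 (0.28), USP1 with 1.32 (0.30) and LOC101117289 with 2.65 (0.62), all at an FDR of 0.584. All 5 were among the genes that DESeq2 called. From the genes of Table 1, the paper proposes that paternal diet may affect the embryo transcriptome, likely through epigenetic mechanisms and other paternal factors.

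**Figure D2:**
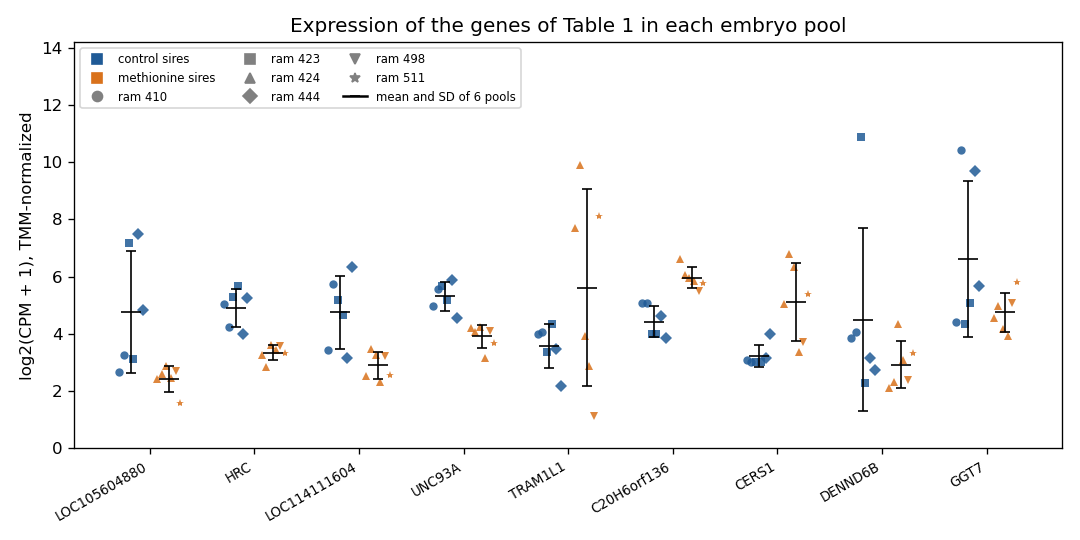
TMM-normalized expression, as log2(CPM + 1), of each gene of Table 1 in each of the 12 embryo pools, by the diet and the ram of the sire, with the mean and SD of 6 pools. The highest values are those of DENND6B in pool Embryo423_1 (1868 CPM) and of GGT7 in pool Embryo410_2 (1371 CPM), while for HRC, UNC93A and C20H6orf136 the pools of the diets lie apart.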

**Table 1:** Differentially expressed genes between embryos produced from treatment versus control rams

Gene	logFC	logCPM	*P*-value	FDR	Function
*LOC105604880*	−3.762	5.13	5.54e-07	9.4e-03	Uncharacterized
*HRC*	−1.846	4.51	5.99e-06	2.94e-02	Encodes a luminal sarcoplasmic reticulum protein; may regulate sarcoplasmic reticulum calcium release [83]
*LOC114111604*	−2.500	4.57	6.93e-06	2.94e-02	Uncharacterized
*UNC93A*	−1.563	4.88	6.60e-06	2.94e-02	Located in plasma membrane; expressed in brain and peripheral tissues [84]
*TRAM1L1*	4.146	6.89	9.31e-06	3.16e-02	Largely unknown; may have some neuronal functions [85]
*C20H6orf136*	1.405	5.43	1.85e-05	3.49e-02	Uncharacterized
*CERS1*	2.277	4.85	1.77e-05	3.49e-02	Encodes a ceramide synthase enzyme that synthesizes ceramide in the brain and neurons [68]
*DENND6B*	−5.244	7.24	1.41e-05	3.49e-02	Enables guanyl-nucleotide exchange factor activity; involved in the endocytic recycling pathway and the stability of adherens junction in migrating cells [86]
*GGT7*	−3.828	7.74	1.56e-05	3.49e-02	Member of a gene family that encodes enzymes involved in the metabolism of glutathione and the transpeptidation of amino acids [69]

logFC = Log-fold change.

### Correlation between DMCs Detected in Sperm and Embryo Gene Expression

To assess if sire sperm methylation changes as a response to methionine supplementation are related to gene expression levels in the embryos, we performed a correlation analysis between sperm DMCs and embryo gene expression. A total of seven DMCs found in sperm were highly correlated (*r* > 0.7) and statistically significant (*P* < 0.10) with gene expression levels in the embryos (Table 2), suggesting that the methyl marks influenced by the paternal diet may possibly be transmitted to the embryo and affect the transcription efficiency.

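Table S1 names 145 pairs of a DMC and a gene, and in 117 of them the gene was expressed in the embryos (101 DMCs and 78 genes). For each pair, the methylation of a ram's sperm was compared with the TMM-normalized CPM of the gene averaged over that ram's pools, so that n was 6 rams. By the thresholds of the paper, with an exact two-sided permutation p over 720 pairings in place of the parametric one, 5 of the 117 pairs passed, 2 positive and 3 negative. All 5 were at sites of Table 2: ADNP2, CARS, LOC101103023, AK8 and the UBE3D site at position 11335792. The smallest exact p was 0.00833 and the smallest q over the 117 pairs was 0.975. With Spearman's coefficient 3 pairs passed, and with each ram left out in turn 4 to 8 passed, the 8 without Ram424. Of the 7 pairs of Table 2, 5 passed, against 2 without Ram498 and 2 without Ram511. With the parametric p, 7 of the 117 pairs passed, each at a site of Table 2. Among these was the UBE3D site at position 11335967, whose exact p of 0.1 lay on the threshold. The GALNT13 site passed with LOC114113186, the gene that Table S1 names there, but not with GALNT13.

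The DMCs were selected for a difference between the diets, so at each site of Table 2 the rams formed separate clusters by diet, 3 rams in each. Over all 6 rams, a relation between methylation and expression therefore cannot be separated from diet, and within diets it rests on 3 rams each. Expression was permuted within each diet (36 pairings), which could give an exact two-sided p under 0.10 for only 3 of the 7 pairs of Table 2, ADNP2, CARS and the UBE3D site at position 11335792, and none of these 3 had one. At the other 4 sites the control rams had equal levels, so that the p could not fall under 0.167. Of all 117 pairs, 76 could have a within-diet p under 0.10 and 4 had one. None of these 4 was among the 5 pairs that passed, of which 3 could have had one. Expression itself was separated by diet for 4 genes of Table 2, ADNP2, CARS, UBE3D and AK8 (exact two-sided permutation test over rams, p = 0.1, the smallest possible), and by chance 10% of genes are. The genes of Table 2 were chosen for their correlation with these DMCs over the same rams, so this separation is not independent evidence. For AK8, whose site was unmethylated in all 3 control rams and methylated at 44.2% ± 2.91 (SD, n = 3) in methionine-treated rams, expression was 34.9 ± 13.5 CPM (SD, n = 3) in embryos of control rams and 15.6 ± 6.86 CPM (SD, n = 3) in those of methionine-treated rams. From these correlations, the paper proposes that methyl marks altered by the diet of the sire may possibly be transmitted to the embryo and affect transcription.

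**Figure D3:**
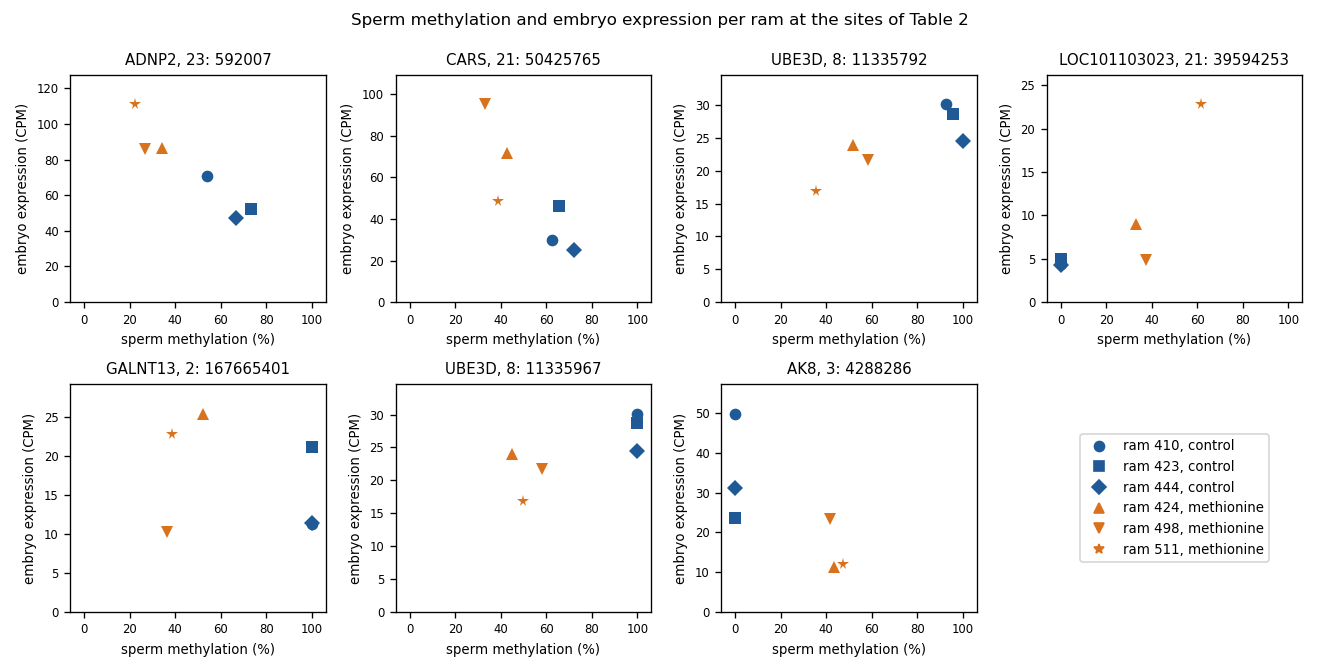
Sperm methylation in percent on the horizontal axis and embryo expression in CPM, averaged over the pools of a ram, on the vertical axis for the 7 pairs of Table 2, with 1 point per ram and the diets in different colours. In every panel the 3 control rams and the 3 methionine-treated rams occupy separate ranges of methylation.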

**Table 2:** Correlation between DMCs in sperm and gene expression in embryos

Gene	Location of C^a^	Methylation status of sperm	Correlation value	*P*-value	Function
*ADNP2*	23:592 007 Exon	Hypomethylated	−0.949	0.004	Associated with cell survival, protect neuron like cells, and may play a role in the SWI/SNF chromatin remodeling complex [75]
*CARS*	21:50 425 765 Intron	Hypomethylated	−0.839	0.0366	Encodes a class 1 aminoacyl-tRNA synthetase; located near an important tumor suppressor gene [87]
*UBE3D*	8:11 335 792 Intron	Hypomethylated	0.824	0.044	Enables cyclin-binding activity and ubiquitin protein ligase activity [82]
*LOC101103023*	21:39 594 253 Promoter	Hypermethylated	0.820	0.046	Uncharacterized
*GALNT13*	2:167 665 401 Intron	Hypomethylated	−0.762	0.078	Initiates O-linked glycosylation of mucins [81]
*UBE3D*	8:11 335 967 Intron	Hypomethylated	0.759	0.080	Enables cyclin-binding activity and ubiquitin protein ligase activity [82]
*AK8*	3:4 288 286 Intron	Hypermethylated	−0.757	0.0817	Activated during spermatogenesis and plays role in flagellar biosynthesis; may play role in meeting energy requirements of other motile cilia [64, 65]

a Chromosome: position in base pairs.

## Discussion

### Effects of Diet on Methylation Patterns in Sperm

For decades, human and animal studies have aimed at understanding maternal programming, while the effects of paternal programming on offspring health have largely been overlooked. In recent years, more emphasis has been placed on evaluating genetic and epigenetic factors that are contributed by the sperm or even the seminal fluid to the offspring [8]. Our previous studies have shown that methionine supplementation to prepubertal rams affects DNA methylation patterns in the sperm of the F0 generation [14, 15]. Furthermore, these methylation signatures were passed onto the next two generations, demonstrating that epigenetic marks are heritable and may play vital roles in offspring development [14, 15]. Consistent with these findings, the present study found 166 DMCs in sperm from methionine-treated rams versus control rams.

Of the 166 DMCs, 134 were hypomethylated, while 32 were hypermethylated in treatment versus control animals. While methionine and other methyl donors have been shown to increase DNA methylation in various studies [20, 33–35], there are also numerous accounts of methionine leading to a decrease in DNA methylation. Gross et al. also supplemented prepubertal rams with methionine and found 426 hypomethylated DMCs and 398 hypermethylated DMCs in treatment versus control rams [15]. Pogribny et al. found that feeding methionine to middle-aged rats for 14 days led to substantial DNA hypomethylation and increased plasma homocysteine levels [36]. Another group reported that feeding methionine to peripartal cows resulted in lower global hepatic DNA methylation, yet also found the promoter region of *PPARA* hypermethylated, resembling the pattern shown in our results [37]. The maintenance and establishment of methyl marks depend on the one-carbon cycle where methionine is converted into S-adenosylmethionine (SAM), which then acts as a methyl donor for methyltransferases. After donating its methyl group, SAM is converted into S-adenosylhomocysteine (SAH), and then a hydrolysis reaction converts SAH into homocysteine [38]. SAH however is an inhibitor of most methyltransferases, and therefore, the ratio of SAM to SAH is essential for transmethylation potential [39]. Importantly, SAM also functions as an allosteric inhibitor of 5,10-methylene-tetrahydrofolate reductase found in the folate cycle, and its product, 5-methyl-tetrahydrofolate, serves as a ligand of glycine-N-methyltransferase (GNMT) that upon binding inhibits its enzymatic activity [40–42]. GNMT is a key protein in regulating the SAM:SAH ratio. When there is excess methionine present in the cycle, this leads to an increase in SAM, which inhibits 5,10-methylene-tetrahydrofolate reductase and therefore reduces the amount of 5-methyl-tetrahydrofolate. Consequently, the inhibition of GNMT is alleviated, enabling the excess methyl groups from methionine to be disposed of as sarcosine rather than added to DNA methyltransferases for DNA methylation [43, 44]. Interestingly, several studies supplementing methionine have found increased SAH concentration, while SAM levels stayed the same [35, 45]. Since SAH is an inhibitor of DNMT activity [39], it is possible that the supplementation of methionine provided to the treatment group in our study would have led to hypomethylation of cytosine compared to the control group.

The intragenic DMCs identified in this study are of particular interest as methylation in introns may be important for regulating alternative splicing [46], while methylation in promoters, exons, and introns has been shown to alter gene expression through transcriptional silencing and alterations in chromatin structure [47–50].

Interestingly, 23% of the DMCs influenced by the paternal diet were mapped to repeat sequences, including transposable elements. Transposable elements make up half of most mammalian genomes [51] and must be tightly regulated through DNA methylation to prevent potentially detrimental transpositions [52]. It is important to note that during the zygotic stage, epigenetic reprogramming occurs, and epigenetic marks are mostly erased [53]. However, imprinted regions and transposable elements are known to resist epigenetic reprogramming. Retaining DNA methylation in transposable elements is essential as it prevents their mobilization through the genome, which helps to maintain genomic stability [52]. DNA methylation changes in transposable elements have been associated with obesity [35]. In addition, the activation of some transposable elements has been linked to congenital diseases, infertility, and cancer [54]. Maternal supplementation of methyl donors to pregnant mice affected coat color from yellow to brown and obesity in subsequent generations [55]. These phenotypes were associated with DNA methylation changes in a transposable element upstream of the Agouti gene. Our study introduced a slight increase in dietary methionine, which led to substantial changes in DNA methylation within repeat sequences, indicating that transposable elements are vulnerable to environmental changes. Thus, nutritional inputs could affect phenotypic outcomes over generations, given that transposable elements escape the epigenetic reprogramming events.

Several genes harboring DMCs have been associated with anatomical structure morphogenesis, including *ZNRF3*, *FOXF2*, *CHST11*, and *CCBE1*. 

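The DMC of ZNRF3 was in the promoter region of the gene, on chromosome 17 at position 77502293, where methylation was 36.9% ± 9.23 (SD, n = 3) in methionine-treated rams and 91.9% ± 4.58 (SD, n = 3) in control rams at coverages of 12 to 21 reads (q of 6.98e-06). The 1 other cytosine within 50 bp on its strand changed by -9.62 points. The DMC assigned to FOXF2 was intergenic, within 10 kb of the gene, on chromosome 20 at position 55156206. Its methylation was 53.7% ± 11.7 (SD, n = 3) with methionine and 97.6% ± 2.14 (SD, n = 3) in controls at coverages of 14 to 34 reads, and 4 cytosines within 50 bp on the strand changed on average by -0.205 points. At the intronic DMC of CHST11, on chromosome 3 at position 186106941, methylation rose from 5.49% ± 1.66 to 40.1% ± 14.0 (SD, n = 3), and its 5 neighbouring cytosines rose by 28.2 points. Its q of 0.000934 exceeded 0.01 when any ram other than Ram498 was left out (0.0224 without Ram410, 0.0408 without Ram423, 0.0313 without Ram444, 0.0416 without Ram424 and 0.0345 without Ram511) and when the strands were merged.

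CCBE1 contained 5 intronic DMCs on chromosome 23. The 4 between positions 64611437 and 64611480 were fully methylated in all control rams and had mean levels of 55.0% to 66.6% in methionine-treated rams, and their neighbouring cytosines changed by -34.7 to -36.8 points. Those neighbours include the other DMCs of this group, which were chosen for such a change. The DMC at position 64682789, in a short interspersed nuclear element, had 54.8% ± 10.4 (SD, n = 3) with methionine and 98.5% ± 2.62 (SD, n = 3) in controls, while its 1 neighbouring cytosine did not change (0 points). Without Ram511 its q was 0.0260. At each of these 8 DMCs the rams of the diets did not overlap, as for all sites of Table S1.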

Harris et al. [56] found that *ZNRF3* is a Wingless-related integration site signaling antagonist required for testis determination in mice. Male mice lacking *ZNRF3* display complete or partial gonadal sex reversal [56]. *FOXF2*, on the other hand, has been shown to have crucial effects on a plethora of embryonic developmental processes, including development of the lip, tooth, tongue, eye, cochlea, palate, cerebrum, gastrointestinal tract, bronchus, lung, tendon, diaphragm, cartilage, and heart, mainly through its role in cell differentiation and controlled proliferation [57]. *CHST11* is suggested to play an important role in cartilage and bone development. Interestingly, mice homozygous for a loss-of-function mutation in the *CHST11* gene die shortly after birth and exhibit severe chondrodysplasia [58, 59]. Lastly, Bos et al. [60] found *CCBE1* to be essential for lymphangiogenesis, with knockout mice dying prenatally and lacking all lymphatic vessels.

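Of 13 DMCs in WWOX, JADE2, NF2, TBCD, SLIT3, CNTF, DAB2IP, CAMSAP2, AK8, FSTL4 and PLXND1, 10 were hypomethylated and 3 hypermethylated in methionine-treated rams. The largest difference, -63.1 points in the pooled reads, was in an intron of WWOX on chromosome 14 at position 5749276, inside a short interspersed nuclear element. Methylation there was 36.0% ± 3.51 (SD, n = 3) in methionine-treated rams and 98.0% ± 3.40 (SD, n = 3) in control rams at coverages of 10 to 23 reads, and 3 cytosines within 50 bp on the strand changed by -1.34 points. Intronic sites of JADE2 (chromosome 5, position 48153594) and TBCD (chromosome 11, position 13083676) were unmethylated in all 3 methionine-treated rams and had 43.6% ± 4.13 (SD, n = 3) and 49.8% ± 3.78 (SD, n = 3) in control rams. SLIT3 contained DMCs of both directions on chromosome 16: 49.0% ± 8.61 against 95.1% ± 4.44 in controls at position 931461 and 63.4% ± 16.2 against 0% at position 934292 (SD, n = 3).

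Neighbouring cytosines changed with the DMC at some of these genes and not at others. They changed by -40.9 and -40.0 points at the sites of FSTL4 (chromosome 5, positions 47133901 and 47133940), where the DMCs changed by -50.1 and -46.9 points, by -31.8 points at the CNTF site (chromosome 15, position 88384110, itself -34.3 points) and by -24.9 points at the PLXND1 site (chromosome 19, position 58086588, itself -25.8 points). The FSTL4 DMCs are among each other's neighbours, so part of that likeness follows from their selection. The change was 1.01 points at the AK8 site, -0.456 points at the DAB2IP site (chromosome 3, position 14721907), 3.30 points at the NF2 site (chromosome 17, position 78063487), 1.20 points at the TBCD site, and -7.35 and 1.17 points at the SLIT3 sites. At the CAMSAP2 site (chromosome 12, position 83045808), which rose by 31.6 points, the neighbours fell by 6.84 points. The JADE2 site had no tested cytosine within 50 bp on its strand.

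Leaving out single rams raised q above 0.01 at sites of CNTF, PLXND1, CAMSAP2 and SLIT3. The q of the CNTF site was 0.0117 without Ram410, 0.0126 without Ram423, 0.0114 without Ram444, 0.210 without Ram498 and 0.0145 without Ram511. At the PLXND1 site it was 0.0264 without Ram410, 0.111 without Ram423, 0.0115 without Ram444 and 0.0517 without Ram498, at the CAMSAP2 site 0.0597 without Ram423 and 0.0108 without Ram511, and at the SLIT3 site at position 931461 it was 0.0112 without Ram423.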

Additional genes containing DMCs have previously been found to have roles in nervous system development, including *WWOX*, *JADE2*, *NF2*, *TBCD*, *SLIT3*, *CNTF*, *DAB2IP*, *CAMSAP2*, *AK8*, *FSTL4*, and *PLXND1*. During mouse embryonic development, *WWOX* is highly expressed in the neural crest-derived structures, indicating a possible role of this gene in neuronal differentiation and maturation [61]. *WWOX* knockout mice experience cerebral malformations, neuronal disorganization and heterotopia, and defective cerebellar midline fusion, which mimic many of the abnormalities seen in humans having loss-of-function mutations in both alleles of *WWOX* [61]. McClatchey et al. [44] reported that the *NF2* gene encodes for the protein known as merlin in Schwann cells that insulate nerves. *NF2-*deficient mouse embryos arrest at E6.5-E7.0 and display abnormal extraembryonic structures and failed gastrulation [62].

The fact that so many genes harboring DMCs with known functions in the nervous system were found in the sperm is rather perplexing; however, all the above nervous system genes, apart from *WWOX*, have shown similar proteins between the testis and the brain tissues [63]. Notably, adenylate kinase 8 (*AK8*) is activated during spermatogenesis, and the protein production occurs during flagellar biogenesis, with the protein being localized to the flagellum and the acrosomal region of cauda epididymal sperm [64]. It is thought that *AK8* may allow for buffering of Adenosine triphosphate (ATP) among the axoneme and flagellum [64]. This ATP buffering is essential for the sperm cell as the limited amount of cytoplasm and compartmentalization of glycolysis and oxidative phosphorylation reduce the distribution of ATP [64]. The buffering of ATP through *AK8* may also be crucial in meeting the high-energy demands of other motile cilia, such as those associated with ependymal cells [65]. *AK8* knockout mice developed mild-to-moderate hydrocephalus [65], which can be caused by defective cilia blocking the flow of cerebrospinal fluid [66].

### Differentially Expressed Genes in Embryos

To examine the effect of paternal diet on embryo transcriptomics, we performed RNA sequencing from the embryos produced from methionine-treated and control rams. With the understanding that epigenetic marks are heritable throughout generations [14], it is not surprising that differential methylation patterns in the sperm could lead to differential gene expression in the embryos, as DNA methylation is well known to regulate transcription efficiency [67]. Most of the nine differentially expressed genes found in embryos are either uncharacterized or very little is known about their function. Of interest is ceramide synthase 1 (*CERS1*), which was found to be upregulated in embryos produced from methionine-supplemented sires. This gene encodes a ceramide synthase enzyme that catalyzes the synthesis of C18 ceramide, the hydrophobic component of sphingolipids, and is mainly expressed in the brain. 

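CERS1 had 47.3 ± 40.1 CPM (SD, n = 6) in embryos from methionine-treated sires and 8.58 ± 3.09 CPM (SD, n = 6) in those from control sires, a log2 fold change of 2.45 (standard error 0.54, FDR of 0.584 by edgeR's quasi-likelihood test and 0.0312 by its likelihood-ratio test). The methionine pools ranged from 9.34 CPM in pool Embryo424_4 to 111 CPM in pool Embryo424_2, with 79.1 CPM in pool Embryo424_3, 40.6 CPM in pool Embryo511_1, 32.0 CPM in pool Embryo424_1 and 12.0 CPM in pool Embryo498_1. Control pools had 7.06 to 14.9 CPM, so that the groups overlapped (exact two-sided permutation test over pools, p = 0.0108, which takes the pools of a ram as independent). With the 6 rams as the unit the exact two-sided p was 0.1, the smallest possible. The counts behind these values were 10 to 21 in control pools and 19 to 196 in methionine pools. Without the 4 pools of Ram424 the log2 fold change was 1.59.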

*CERS1-*derived ceramide is essential in the regulation of cerebellar development, with CERS1-deficient mice displaying morphological abnormalities of the cerebellum, including smaller size, foliation defects, and neuronal apoptosis [68]. It was also found that C18 ceramide is an essential precursor for the biosynthesis of gangliosides in the cerebellum and forebrain [68].

Another interesting gene found to be downregulated in embryos produced from methionine-treated rams is the gamma-glutamyl transferase 7 (*GGT7*), which encodes an enzyme involved in glutathione metabolism [69]. 

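GGT7 had 28.5 ± 14.6 CPM (SD, n = 6) in embryos from methionine-treated sires and 388 ± 579 CPM (SD, n = 6) in those from control sires, a log2 fold change of -3.77 (standard error 1.00, FDR of 0.584 by edgeR's quasi-likelihood test and 0.0570 by its likelihood-ratio test). The control mean rested on pool Embryo410_2 with 1371 CPM and pool Embryo444_1 with 832 CPM. The other 4 control pools had 19.3 to 49.6 CPM, within the range of 14.3 to 54.5 CPM of the methionine pools. The other pools of the same rams, Embryo410_1 and Embryo444_2, had 20.3 and 49.6 CPM. The diets were not told apart by an exact two-sided permutation test of log2(CPM + 1) (p = 0.175 over pools and 0.3 over rams). Without pool Embryo410_2 the log2 fold change was -2.75, and without pool Embryo444_1 it was -3.40.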

Glutathione is critical for many cellular processes, including cell proliferation, regulation of gene expression, DNA and protein synthesis, protein folding, signal transduction, and regulation of immune response [70–72]. Glutathione is also likely the central component of redox regulation in embryogenesis and organogenesis [73], warranting further investigation into the role of *GGT7* in embryo and fetal development. It is important to note that while some of these genes may have roles in embryogenesis, it is likely that these differentially expressed genes may not cause any effects until further into development, or even adulthood, as outlined by the POHaD hypothesis [8]. This hypothesis describes how epigenetic sperm modifications can affect offspring health status, allowing us to hypothesize that the methionine supplementation to the rams leads to possible incidents of fetal programming in the offspring.

### Correlation between DMCs in Sperm and Embryo Gene Expression

The sperm epigenome can transfer preconceptual environmentally derived changes from the father to the offspring through DNA methylation, histone modifications, or small noncoding RNAs [74]. Therefore, we evaluated the correlation between methylation levels in the sperm and gene expression levels in their respective embryos to gain insight into one possible mechanism of gene regulation. While sperm DNA methylation and embryonic gene expression differences did not appear to affect blastocyst morphology or early developmental capacity, it is plausible to surmise that these genes may play roles in the fetal or even postnatal stages of life, as described by the POHaD hypothesis. For example, of the seven genes we found with a strong correlation between sperm DNA methylation and gene expression in embryos, one of particular interest is the Homeobox Protein 2 (ADNP) Homeobox 2 (*ADNP2*) gene, which has been found to be highly expressed in the embryonic mouse brain, and its expression is sustained through adulthood [75]. 

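The DMC of ADNP2 was in an exon on chromosome 23 at position 592007. Methylation was 53.8%, 73.1% and 66.7% in control rams Ram410, Ram423 and Ram444 and 34.4%, 26.9% and 22.5% in methionine-treated rams Ram424, Ram498 and Ram511, with coverages of 26 to 40 reads and a q of 0.00410. The 4 cytosines within 50 bp on the strand changed by -33.4 points. Embryo expression of ADNP2 was 70.6, 52.4 and 47.5 CPM for Ram410, Ram423 and Ram444 and 86.6, 86.1 and 111 CPM for Ram424, Ram498 and Ram511. Within each diet, expression permuted over rams gave an exact two-sided p of 0.111, where 0.0278 is the smallest possible. The q of the methylation difference was 0.144 without Ram423, 0.0920 without Ram444, 0.0463 without Ram498 and 0.188 without Ram511, and merging the strands reduced the difference from -37.0 to -25.1 points.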

*ADNP2*’s homolog, *ADNP*, is essential for brain formation and function [76, 77], neurite outgrowth [78], and glial-derived neuroprotection, and a complete deficiency is considered embryonic lethal [79]. Similar neuron-protecting functions have been found for *ADNP2* although they have not been deeply explored [75]. Knockdown of *ADNP2* in zebra fish led to cardiac edema and lack of blood cells in early embryos, and death occurred for most embryos during Week 1, demonstrating that this gene is essential for primitive erythropoiesis [80]. *ADNP* and *ADNP2* have also been shown to bind with Brg1 and function as part of the SWItch/Sucrose Non-Fermentable (SWI/SNF) chromatin remodeling complex [77, 80]. Another gene that seems to support the notion of paternal fetal programming is the Polypeptide N-Acetylgalactosaminyltransferase 13 (*GALNT13*) gene. This gene has been found to be highly upregulated during early neurogenesis in mouse embryonic brains, and a knockout of this gene suppressed neural induction and neuronal differentiation [81]. Furthermore, supporting the idea that differential methylation may affect later development is the activity of the ubiquitin protein ligase E3D (*UBE3D*) gene. 

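The DMC assigned to GALNT13 was intronic, on chromosome 2 at position 167665401, and was fully methylated in the 3 control rams (15 to 18 reads) and methylated at 52.4%, 36.4% and 38.5% in methionine-treated rams Ram424, Ram498 and Ram511 (11 to 21 reads). No other tested cytosine lay within 50 bp on its strand. GALNT13 is listed among the embryo counts as LOC101115605, and its expression was 11.2, 21.2 and 11.3 CPM for Ram410, Ram423 and Ram444 and 25.4, 10.2 and 22.8 CPM for Ram424, Ram498 and Ram511. The diets overlapped in expression (14.6 ± 5.70 CPM for control rams and 19.5 ± 8.10 CPM for methionine-treated rams, SD, n = 3; exact two-sided permutation test, p = 0.4). Table S1 names another gene at this site, LOC114113186, whose expression was 3.56, 8.27 and 3.90 CPM for Ram410, Ram423 and Ram444 and 11.2, 9.64 and 8.92 CPM for Ram424, Ram498 and Ram511. That gene was chosen after the values had been seen.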

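UBE3D contained 2 intronic DMCs on chromosome 8, at positions 11335792 and 11335967. At the first, methylation was 92.6%, 95.8% and 100% in control rams Ram410, Ram423 and Ram444 and 51.7%, 58.3% and 35.7% in methionine-treated rams Ram424, Ram498 and Ram511, and at position 11335967 it was 100% in each control ram and 45.2%, 58.3% and 50.0% in the methionine-treated rams. Coverages were 12 to 31 reads, and neither site had another tested cytosine within 50 bp on its strand. Expression of UBE3D in embryos was 30.1, 28.7 and 24.4 CPM for the control rams and 24.0, 21.7 and 16.9 CPM for the methionine-treated rams, so that the lowest control ram and the highest methionine-treated ram differed by less than the SD of 2.94 CPM between control rams. Within diets, the exact two-sided permutation p was 0.333 and 0.667 for the sites in the order given, and for the latter, where the control rams had equal levels, 0.167 is the smallest possible.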

In a zebra fish embryo model, low expression of *UBE3D* promotes oxidative damage and inflammatory reactions, and its knockdown leads to delayed eye development, reduced eye size, apoptosis, and overall retinal degeneration [82]. 

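CARS contained an intronic DMC on chromosome 21 at position 50425765, with methylation of 62.5%, 65.7% and 72.2% in control rams Ram410, Ram423 and Ram444 and 42.6%, 33.3% and 39.0% in methionine-treated rams Ram424, Ram498 and Ram511, at coverages of 24 to 141 reads. Its 8 neighbouring cytosines within 50 bp changed by -30.3 points, as much as the site itself (-29.2 points). Embryo expression of CARS was 29.9, 46.3 and 25.2 CPM for Ram410, Ram423 and Ram444 and 71.8, 95.1 and 48.6 CPM for Ram424, Ram498 and Ram511. The DMC of LOC101103023 was on chromosome 21 at position 39594253, in the promoter region of that gene, in an intron of PAG3 and in a short interspersed nuclear element. It was unmethylated in the control rams and methylated at 33.3%, 37.5% and 61.5% in Ram424, Ram498 and Ram511 (11 to 18 reads), with a q of 0.000603, which was 0.0232 without Ram444 and 0.0166 without Ram511. The 1 neighbouring cytosine changed by 0.164 points. Expression of LOC101103023 was 4.34, 4.96 and 4.25 CPM for Ram410, Ram423 and Ram444 and 9.04, 4.82 and 22.8 CPM for Ram424, Ram498 and Ram511, so the diets overlapped (exact two-sided permutation test, p = 0.2) and the higher mean with methionine rested on Ram511 and Ram424.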

Other genes, such as *CARS* and *LOC101103023*, should be further analyzed for potential roles in the early development.

Future studies should replicate this experiment with a larger population of animals and include DNA methylation analysis and RNA sequencing of embryos. The utilization of whole genome bisulfite sequencing would also be beneficial in capturing methyl marks not detected by RRBS. Additionally, further work should be conducted to evaluate gene expression and phenotypic differences of grown F1 animals.

## Conclusions

This study aims to understand further how environmentally induced epigenetic marks can affect embryo transcriptomics and potentially affect offspring phenotypes. The results of this study validate our previous findings that providing rumen-protected methionine (RPM) supplementation to prepubertal rams leads to changes in DNA methylation in the sperm. These methyl marks are highly correlated with the varying gene expression levels observed in the embryos. The current results reveal insights into the initial stages of paternal fetal programming and help us to better understand the far-reaching impact that paternal diet has on embryo development.

## Material and Methods

All procedures involving animals were approved by the Institutional Animal Care and Use Committee of the University of Wisconsin-Madison (Protocol ID: A006488).

### Supplementation of RPM in Diets of F0 Rams

Eight Polypay rams were selected, with four randomly assigned to the control and four to the treatment diet. The control diet was a general basal diet [15], and the treatment was the control diet plus a 0.22% (1.5 g) added top-dress of RPM (RPM Smartamine; Adisseo, Alpharetta, GA, USA). Methionine was selected for supplementation as it is a known methyl donor and has been shown to induce changes in DNA methylation [20]. Rams were separated into individual pens and fed 0.45 kg of their respective diet twice daily for 77 days. The average age of the rams at the beginning and at the end of the trial were 88 and 165 days (standard deviation of 4.8 days), respectively. Between feedings, the rams were group housed with free access to forage, water, and a total of 1 kg of the basal diet.

### Semen Collection

It has been established that epigenetic marks can be passed through the germline to the next generation [9]; therefore, semen was collected 1 month after the end of the methionine supplementation period for DNA methylation analysis via electroejaculation using the Lane Pulsator IV (Lane Manufacturing Inc., Denver, CO, USA) as described by Gross et al. [15]. Briefly, the probe was inserted into the rectum, and ejaculate was collected in a 15-ml conical vial. A prewarmed (37°C) semen extender was added to the semen, and motility and sperm concentration were evaluated using iSperm (Aidmics Biotechnology Co., Ltd, Taiwan). Only samples meeting the criterion of 50 million sperm per ejaculate with >10% motility were used for further analysis, as this is a standard indication of puberty [21]. One treatment and one control ram did not pass this sperm quality control and therefore were removed from the study. The remaining semen was washed twice with phosphate-buffered saline (PBS), pelleted by centrifugation, and stored in RNAlater (Thermo Fisher Scientific, Waltham, MA, USA) at −20°C.

### Reduced Representation Bisulfite Sequencing

Genomic DNA was extracted from sperm using the Quick-DNA Miniprep Plus Kit (Zymo Research, Irvine, CA, USA). Briefly, 100 µl of sperm in RNAlater was washed with 200 µl of PBS and centrifuged for 3 minutes at 20 000 g to pellet the sperm cells. The supernatant was then removed, and the pellet was washed once more and centrifuged again. After the removal of the supernatant, the pellet was resuspended in 200 µl of somatic cell lysis buffer for 4 minutes on ice [22]. Following incubation, the sperm cells were centrifuged for another 4 minutes at 20 000 g, the supernatant was removed, and the pellet was resuspended in 200 µl of PBS and vortexed before adding 200 µl of lysis buffer and 20 µl of Proteinase K. The samples were incubated overnight at 55°C, and the extraction proceeded per the manufacturer’s protocol. DNA quality and quantity were determined by Qubit Fluorometer (Thermo Fisher Scientific, Wilmington, DE) and electrophoresis before RRBS.

RRBS was performed at Roy J. Carver Biotechnology Center at the University of Illinois, Urbana-Champaign. The six samples, containing 1250 ng of DNA each, were bisulfite treated using the EZ-DNA Methylation Lightning Kit (Zymo Research, Irvine, CA). Then, libraries were prepared using the Ovation RRBS Methyl-Seq Kit (Tecan Genomics, Redwood City, CA). The libraries were then pooled, quantified by quantitative PCR (qPCR), and sequenced on one SP lane on an Illumina NovaSeq 6000 sequencing platform, producing 100-bp single-end reads (Illumina, San Diego, CA, USA) and 6-bp unique molecular identifiers. The generated FASTQ files were demultiplexed using bcl2fastq Conversion Software (v2.20, Illumina). On average, 56.6 M reads were generated, varying from 52.9 to 59.4 M. FastQC software (v.0.11.8, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to check the quality of the reads in each sample. Unique molecular identifiers were added to the reads using “append_barcodes.py” from the NuGen to remove polymerase chain reaction (PCR) duplicates. Then, TrimGalore (v.0.6.5, https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) was used to discard low-quality reads and bases and adapter sequences.

### RRBS Alignment and DNA Methylation Analysis

Cleaned reads were aligned using bowtie2 of the Bismark software (v.0.22.3) [22] to the sheep reference genome, Oar_rambouillet_v.1.0. The bisulfite conversation rate and the C methylated in CG context were, on average, 99.5% and 36.3%, respectively. The percentage of alignment per sample varied from 54.0% to 58.5%, with an average of 55.8%. Then, the option “-barcode” of the “deduplicate_bismark” function was used to filter out duplicate reads and PCR errors. The CG methylation calling was performed using the “bismark_methylation_extractor” function [22].

DMC and DMR analyses between the control and the treatment groups were performed using a logistic regression model with overdispersion correction implemented in the R package “methylKit” [23], as follows: $\log \left( {{\mathrm{M}}{{\mathrm{P}}_i}/1 - {\mathrm{M}}{{\mathrm{P}}_i}} \right) = {\beta _0} + {\beta _1}{\mathrm{ag}}{{\mathrm{e}}_i} + {\beta _2}{\mathrm{die}}{{\mathrm{t}}_i}$, where ${\mathrm{M}}{{\mathrm{P}}_i}$ is the methylation proportion at a given CG site per region for sample $i$; ${\beta _0}$ is the intercept; ${\beta _1}$ and ${\beta _2}$ are the fixed effects of age (covariate) and diet, respectively; and ${\mathrm{ag}}{{\mathrm{e}}_i}$ and ${\mathrm{die}}{{\mathrm{t}}_i}$ are vectors that specify the age and treatment corresponding to sample $i$. For each CG site per region, the logistic regression model was independently fitted to evaluate the alternative hypothesis $\left( {{H_1}:\,{\beta _2} \ne 0} \right)$ against the null hypothesis $\left( {{H_0}:\,{\beta _2} = 0} \right)$. Only cytosines with a minimum of 10 counts among all samples were analyzed. CG regions were generated with a window size of 200 bp, step size of 50 bp, and containing at least three CG sites, using the tilling window approach from methylKit [23] DMR analysis was performed in order to verify if DMCs detected in this study aggregate with multiple CG sites. The criteria to define significant DMCs/DMRs were as follows: methylation difference >20% between the two groups and FDR <0.01. DMCs were considered hypermethylated or hypomethylated when presenting higher or lower methylation, respectively, in the treatment animals compared to the control animals. DMCs were annotated for repetitive element regions downloaded from the University of California, Santa Cruz database [24]. In addition, DMC/DMR positions were overlapped with exon, intron, promoter, upstream and downstream gene regions (200 bp), and intergenic regions. Promoter regions were defined as 10 kb upstream of genes transcription start sites. The “ggplot2” R package was used to generate the figures [25].

### Superovulation and Synchronization Protocols

To produce the maximum number of embryos for transcriptomic analysis, eight randomly selected Polypay ewes underwent estrus synchronization and superovulation prior to breeding. Briefly, a controlled internal drug release (CIDR) was vaginally inserted into each ewe on Day 0, and then, on Day 7, a new CIDR replaced the original one, and 1.0 cc of prostaglandin (EstroPLAN) was administered. Beginning on Day 12, Folltropin was injected twice daily over 4 days. The CIDR was removed on Day 14.5, and 1.5 cc of PG600 was given. On Day 16, each ram was randomly introduced into a pen with one or two ewes. Rams were affixed with marking harnesses to confirm successful breeding. The breeding occurred ∼2 months after the end of the methionine supplementation period.

### Embryo Flushes

Embryo collections were performed by GenOvations (Lodi, WI, USA) via laparotomy 8 days after rams were introduced to the ewes. The ewes were fasted for 24 hours before surgery. Ewes first received 2–4 mg/kg of propofol, followed by inhalation of the anesthetic, isoflurane. Once intubated, the ewes were placed in a Trendelenburg position, and a ∼1.5 cm incision was made in their abdomen. The laparoscope was inserted through the incision to visualize the uterus, and the incision was then expanded to ∼7 cm through the subcutaneous tissue, abdominal musculature, and peritoneum. The uterine horns were then exposed, and a 20-G Foley catheter was inserted into the distal third of the uterine horn. Saline (50 ml) was rinsed through each uterine horn and collected through the Foley Probe into a filtered Petri dish. The uterine horns were then repositioned in the abdomen, and the musculature and skin were sutured [26]. Immediately following the embryo flush, blastocysts were washed in PBS, evaluated using the International Embryo Transfer Society grading system, placed into RNAlater, and stored at −80°C. A total of 36 grade 1 (excellent) embryos were collected from ewes mated with control rams, and from ewes mated with treatment rams, 35 grade 1 (excellent) and three grade 2 (good) embryos were collected. All embryos used for downstream analysis were stage 5 (early blastocyst) through stage 8 (hatched blastocyst) and displayed a balanced distribution of stages throughout the groups.

### RNA Sequencing and Differential Expression Analysis of Embryos

Embryos were grouped into 12 pools based on sire and dam information, of which six pools represent the treatment group and six pools the control group, with each pool containing five embryos (Fig. 3). Total RNA was extracted from embryos using the RNAqueous-Micro Kit (Ambion, Austin, TX, USA). DNA removal and whole transcriptome amplification were performed using the REPLI-g WTA Single Cell Kit (Qiagen, Germantown, MD, USA).

**Figure 3:**
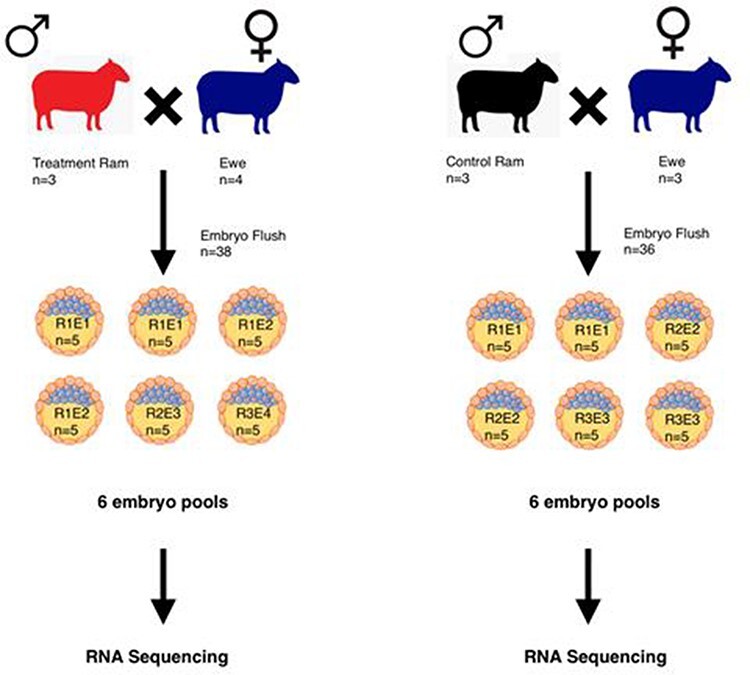
The experimental design outlining the number of embryos collected from each mating. R-number designates the ram that was used for the breeding, and E-number identifies the ewe that the embryos were collected from

RNA sequencing for the 12 pooled samples was performed using Illumina NovaSeq 6000 (Illumina, San Diego, CA, USA), which generated 39.1 M 100-bp single-end reads, on average, varying from 33.4 to 47.9 M. The FASTQ files were demultiplexed with the bcl2fastq Conversion Software (v.2.20) and checked for reads quality with the FastQC software (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). To trim low-quality reads and bases and remove adapter sequences, Trimmomatic was used [27] in each sample. The trimmed reads were then aligned to the sheep reference genome (Oar_rambouillet_v1.0) using STAR [28] including the “--quantMode GeneCounts” option to obtain gene counts. In total, 16 979 expressed genes, with at least 15 counts in more than three samples, were considered for further analysis. Gene counts were normalized based on the trimmed mean of M-values method using the “edgeR” R package [29]. Differential expression analysis between the treatment and control groups was carried out based on a negative binomial generalized linear model implemented in the “edgeR” package, as follows: $\log {\mu _{gi}} = {\beta _g}{x_i} + \log {N_i}$, where ${\mu _{gi}}$ is the product of the relative abundance of the gene $g$ of the sample $i$ and the effective library size of the sample $i$; ${x_i}$ is a vector that specifies the treatment applied to sample $i$; ${\beta _g}$ is a vector of regression coefficients by which the treatment effect is mediated for gene $g$; and ${N_i}$ is the effective library size of the sample $i$. For more details about the calculation of the effective library sizes, please see [30]. Genewise tests were conducted by computing likelihood-ratio statistics to compare the null hypothesis against $\left( {{H_o}:\,{\beta _g} = 0} \right)$ the alternative hypothesis $\left( {{H_1}:\,{\beta _g} \ne 0} \right)$. The statistical tests were corrected for multiple testing, and only genes with FDR <0.05 were considered significant [31].

### Integration of DMC in Sperm and Gene Expression in Embryos

To evaluate if methylation levels in the sperm affected gene expression in the embryos, Pearson’s correlation (*r*) between methylation levels of DMCs in promoter regions and normalized expression values of the corresponding genes was calculated [32]. Correlation was considered significant for tests with *P*-value <0.10 and *r *>0.70 [32].

## Supplementary Material

dvac029_Supp

## Data Availability

RRBS and RNA sequencing data have been deposited in National Center for Biotechnology Information (NCBI)’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE215129.

How the deposited data were processed for this re-analysis (not part of the article)

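Sperm DNA methylation was measured by RRBS in 3 control and 3 methionine-treated rams, and gene expression by RNA sequencing in 12 pools of 5 embryos, 6 sired by the control rams and 6 by the methionine-treated rams. Samples were grouped by the diet and the ram given in their labels, and every column of per-sample values was mapped to a sample. For RRBS, the authors trimmed the reads, aligned them to Oar_rambouillet_v1.0 with Bismark, removed duplicates by unique molecular identifiers and kept cytosines with at least 10 reads in all samples. The values are whole numbers of methylated and unmethylated reads per cytosine and ram, and in every case the coverage equalled their sum. For RNA sequencing, the authors trimmed the reads, aligned them with STAR and counted reads per gene. The values are raw counts per gene and pool, and the strand setting of the counting is not stated in the text.

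Methylation was compared between diets by a logistic regression at each of 1850625 cytosines, of which 22402 were on the X chromosome and 14866 on unplaced contigs. The overdispersion was estimated from the Pearson residuals and set to at least 1, and diet was tested by a chi-square test of the deviance difference. The text of the paper names the regression and the overdispersion correction but not whether an F or a chi-square test was used. DMCs had a Benjamini-Hochberg q under 0.01 and a difference of over 20 points in pooled reads. Windows of 200 bp at steps of 50 bp with at least 3 cytosines were tested in the same way. The mean level over cytosines was compared between diets by an exact two-sided permutation test with the ram as the replicate. Neighbouring cytosines were those on the same strand within 50 bp of a DMC, and their change was taken from pooled reads. A neighbour could itself be a DMC. Intervals for shares are 95% Wilson intervals and cover counting error only. The median coverage was 22 to 39 reads per ram, which limits the precision of a level at a single site of a single ram.

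The counts of a pool summed to 1017847 to 2398589, and reads amplified without molecular identifiers are not independent molecules. Gene counts were analysed in genes with at least 15 counts in more than 3 pools (16488 of 20092), normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with FDR under 0.05. Pools of a ram share a sire and so are not independent by design. The consensus correlation of pools of a ram estimated by limma 3.58.1, a single value for all rams, was 0.263. The higher Spearman correlations between pools of a ram were those of Ram424 (0.865 to 0.955), while the control rams had 0.585 to 0.837. The common biological coefficient of variation was 0.450. DESeq2 1.42.0 was used for the alternative tool. DMCs were paired with the genes that Table S1 names for them, and methylation was compared over the 6 rams with the expression of the gene, by Pearson's coefficient with an exact two-sided permutation p over 720 pairings and by permutation within diet over 36 pairings. The remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

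The alternatives for the DMCs were an F test, no overdispersion correction, limma on logit levels with a pseudocount of 0.5 (also centred per ram), a coverage minimum of 20 reads, a cap at the 99.9th percentile of coverage, merged strands, q under 0.05, a difference of over 25 points and each ram left out in turn. For windows, a minimum of 5 cytosines was also tried. For the embryos they were the likelihood-ratio test, DESeq2, RLE normalization, other filters, pools summed per ram, the ram as a random effect, and each ram and each pool left out in turn. For the pairs they were log2(CPM + 1), summed pools, the parametric p, Spearman's coefficient, RLE normalization and each ram left out in turn. These alternatives were chosen before the data were examined. Added after the values were seen were an F test used only where the overdispersion is over 1, a filter of at least 3 pools, 13 combinations of normalization and dispersion with the likelihood-ratio test, the sum of pools Embryo424_1 and Embryo424_2, and LOC114113186 in place of GALNT13. Tests chosen after the result was seen were the split of the DMCs of Table S1 by the change of their neighbours, the fall of each methionine-treated ram at DMCs called without it, the detection at equal depth of genes with few counts, and for the likelihood-ratio test the splits of the 12 pools and the sum of pools per ram.

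The genes and sites named are those of Tables 1 and 2, the genes with DMCs that the discussion names, the sites of largest decrease and increase, the first window by p and the 5 genes outside Table 1 with the smallest p. This rule was written after the values in the tables of the paper had been read. LOC114113186 was named after its values were seen. Gene symbols were looked up by their RefSeq names, and coordinates are those of Oar_rambouillet_v1.0 as the authors give them.

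The chi-square test, the F test and the test without overdispersion correction of single cytosines, both edgeR tests and the correlation of pairs were tested on simulated data, while limma, DESeq2, the tests of windows and the remaining tests were not. With counts simulated at the real coverage and changes of 50 points at 200 of 100000 cytosines, the chi-square test called 171 (85.5%) of the changed and 0 of the unchanged cytosines, the F test called 0 of the changed, and the test without overdispersion correction called 190. All rams of a diet were simulated at the same level, without a spread between rams beyond counting error. The uncorrected test also called 0 unchanged cytosines there. These simulations therefore say nothing about false calls where rams differ. With 8-fold changes simulated in 200 of 16488 genes, the quasi-likelihood test called 196 (98.0%) of them and 10 unchanged genes, and the likelihood-ratio test called 199 (99.5%) and 31. The simulated pools were independent, without a shared effect of the ram. Of 500 related simulated pairs over 6 rams 497 passed the thresholds, and of unrelated pairs 49 (9.80%) did. The simulated methylation did not form clusters by diet, as that of the DMCs does. The age of each ram and the dam of each pool were not used here.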

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

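Among the tests given here, the F test restricted to cytosines with overdispersion over 1 and the test of evenly spread counts at equal depth were chosen after the result was seen. The test of library size was set before its outcome was computed, but after the low correlations of 2 pools had been noticed.

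Of 40 sets of 6 pools (12 of pool measures and 28 of values of single genes, by diet of the sire), 8 held a pool whose gap to its nearest neighbour exceeded 0.625 of the range, Dixon's 95% critical value, where chance gives about 1 in 20. Control pool Embryo444_2 and methionine pool Embryo511_1 account for 7 of them. The measure of genes low in other pools, on which Embryo444_2 stood out, was defined without these pools. The median Spearman correlation of pool Embryo444_2 with the other pools was 0.582, against 0.820 to 0.839 for the other control pools, and that of pool Embryo511_1 was 0.600, against 0.833 to 0.857 for the other methionine pools. Pool Embryo444_2 also had the highest TMM factor of the control pools, 1.23 against 0.912 to 1.03. The tables argue against library size: after every pool was thinned to the smallest total, the higher of the 2 medians was 0.5805, against at least 0.791 in the other 10 pools. A background of counts spread evenly over genes stays open. Every pool was drawn down to the 1017847 counts of pool Embryo511_1, and genes with under 5 counts on average in the other pools were taken. Pools Embryo444_2 and Embryo511_1 were never counted among these other pools, so the genes were low in the unflagged pools by choice. At least 15 counts were found at 9.791% of such genes in pool Embryo444_2 and 6.309% in pool Embryo511_1. The other 10 pools had 0.168% to 2.08%. Without drawing down it was 6.13% in pool Embryo444_2 against 0.896% to 1.54% in the other control pools, but 2.97% in pool Embryo511_1 against 0.383% to 2.48% in the other methionine pools, so that for pool Embryo511_1 the difference rests on the comparison at equal depth. Such counts also arise where other genes are expressed, so this does not tell a background from a different transcriptome. The 5 most abundant genes took 0.540% of the counts of pool Embryo444_2 (the highest was TTN) and 1.43% of those of pool Embryo511_1 (PKP2), against 2.07% to 3.99% in the other pools, which argues against a few genes taking most of the counts. The quality of the RNA, its amplification, the stage of the embryos and the dam were not tested. As each diet has 1 of these pools, the diet does not account for them.

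Values of single genes were far from the others in 4 of 28 sets. CERS1 was 3.99 on the log2(CPM + 1) scale in control pool Embryo444_2, against 3.01 to 3.14 in the other control pools, and without this pool its log2 fold change was 2.68 in place of 2.45. USP1 was 7.08 in methionine pool Embryo511_1, against 5.49 to 5.93 in the other methionine pools, and LOC105604880 was 1.58 in that pool, against 2.41 to 2.88 in the other methionine pools. These 3 values belong to the pools with low correlations, and no explanation was tested for the single genes. Evenly spread counts would raise genes with few counts, whereas LOC105604880 was lower in pool Embryo511_1 (2 counts, against 9 in each other methionine pool). DENND6B was 10.87 in control pool Embryo423_1, against 2.28 to 4.05 in the other control pools, and the other pool of the same ram, Embryo423_2, had the lowest of these values. Without pool Embryo423_1 the log2 fold change of DENND6B was -0.27. Since the ram is shared, the sire does not explain the value of DENND6B in 1 of its 2 pools; amplification of few transcripts and the embryos or dam of that pool were not tested.

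Cytosines outside Table S1 also passed the thresholds of the paper: 175 of the 341 DMCs, 157 of them hypomethylated. These have a median overdispersion of 1.42, where all DMCs of Table S1 have 1. Under an F test where the overdispersion is over 1 and a chi-square test otherwise, 166 DMCs were called, all of them in Table S1. The list outside Table S1 may therefore reflect how firmly the chi-square test treats a variance estimated from 6 rams. Neighbouring cytosines changed by less than 0.25 of the change at the DMC at 28.3% of DMCs with overdispersion over 1 and at 39.9% of those without. With 3 rams per diet chance cannot be excluded for the number of DMCs: of the 10 ways to split the 6 rams into 3 and 3, 4 gave as many as the diets. No biological explanation was tested.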

How the results depend on the processing

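The alternatives added after the results were seen were the F test where overdispersion is over 1, the filter of at least 3 pools, the 13 settings of the likelihood-ratio test, the sum of pools Embryo424_1 and Embryo424_2, and LOC114113186 in place of GALNT13. No paired analysis was possible because pool numbers count pools within 1 ram.

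The number of DMCs (341) was 339 with a coverage cap, 341 with merged strands and 334 with differences of over 25 points. It was 0 with the F test (6922 cytosines at an unadjusted p under 0.05), 0 with limma on logit levels (100111), 5905 without overdispersion correction, 61 with at least 20 reads, where only 630532 cytosines were tested, 529 with q under 0.05, and 166 with the F test where overdispersion is over 1. With single rams left out it ranged from 446 to 1424, the latter without Ram424. It was 854 without Ram410, 643 without Ram444, 559 without Ram498 and 523 without Ram423. Of the 341 DMCs, 211 to 267 remained. The number over 50 points (109) was 108, 80, 131 and 109 with the coverage cap, merged strands, q under 0.05 and differences of over 25 points. It was 0 with the F test, 0 with limma, 700 without overdispersion correction, 11 with at least 20 reads, 39 with the F test where overdispersion is over 1, and 193 to 486 with single rams left out (303 without Ram410, 223 without Ram423, 280 without Ram444, 486 without Ram424, 231 without Ram498 and 193 without Ram511). The F test on 3 rams per diet also called 0 of 200 simulated changes of 50 points, so its 0 says nothing about stability. The cause of the other changes was not tested, apart from the fewer cytosines at the higher coverage.

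Of the DMCs of Table S1, 166 passed without overdispersion correction, with the coverage cap, with q under 0.05 and with the F test where overdispersion is over 1, 162 with differences of over 25 points, 151 with merged strands and 129 to 154 with single rams left out. It was 0 with the F test, 0 with limma and 25 with at least 20 reads, which is every one of the 25 with that coverage. With merged strands, the rams of the diets did not overlap at any of the 166.

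The hypomethylated share of DMCs (85.3%) stayed above 50% in every setting that called any DMC. It was 77.7% without overdispersion correction, 80.7% with the F test where overdispersion is over 1, 95.1% with at least 20 reads and 68.0% to 93.1% with single rams left out. With limma on levels centred per ram 0 DMCs were called (88681 cytosines at an unadjusted p under 0.05), so that there was no share, as with the F test and limma. The difference in mean methylation (-0.429 points) stayed negative: it was -5.01 points with reads pooled, -0.197 with at least 20 reads and -0.871 to -0.148 with single rams left out. Without Ram424, the -0.871, both remaining methionine-treated rams (12.1% and 12.4%) lay below all 3 control rams (12.6% to 13.6%). The exact two-sided p was 0.2 to 0.8 over all alternatives, but with so few rams it could not fall under 0.1 in any of them and says nothing about stability.

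The number of windows (360) was 502 with q under 0.05 and 240 with differences of over 25 points. It was 0 with the F test (8466 windows at an unadjusted p under 0.05), 5591 without overdispersion correction, 58 with the F test where overdispersion is over 1, 201 with at least 5 cytosines, where fewer windows were tested, and 365 to 2313 with single rams left out (2313 without Ram424, 1014 without Ram410). Of the windows of Table S2, 36 were called, 38 without overdispersion correction, 38 with q under 0.05, 33 with the F test where overdispersion is over 1, and 24 to 36 with single rams left out (24 without Ram444). It was 0 with the F test, 8 with at least 5 cytosines, which is every one of the 8 that hold as many, and 14 with differences of over 25 points.

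For the 31 named sites and windows, 404 results under the alternatives set in advance kept their direction. Of these, 317 stayed past the threshold and 87 did not, of which 24 of 186 came from leaving out 1 ram and concerned 8 sites. The other losses were 31 with the F test, 30 with limma and 2 with merged strands, the CHST11 and ADNP2 sites.

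The number of differentially expressed genes (0 by the quasi-likelihood test, 1306 genes at an unadjusted p under 0.05) was 0 with RLE normalization (1312 genes at an unadjusted p under 0.05), no filter (1579), edgeR's own filter (1300), summed pools (572), the ram as a random effect (355), each ram or pool left out (945 to 1952) and, added later, at least 3 pools (1346) or pools Embryo424_1 and Embryo424_2 summed (963). It was 5 with the likelihood-ratio test and 16 with DESeq2, and 5 of the genes of Table 1 were called by each. Among settings added later, the likelihood-ratio test with pools Embryo424_1 and Embryo424_2 summed called 0 genes (1140 at an unadjusted p under 0.05, smallest FDR 0.0806). On genes with at least 15 counts in at least 3 pools, the likelihood-ratio test called 6 genes with TMM and 6 with TMM before the filter (6 of Table 1 each). It called 13 without normalization factors, for totals after or before the filter, 11 with trended tagwise dispersions after TMM, TMM before the filter, TMMwsp or RLE, 18 with common tagwise dispersions, 10 without normalization factors and with trended tagwise dispersions, for totals after or before the filter, 29 without normalization factors and with common tagwise dispersions, and 9 with upper-quartile normalization and trended tagwise dispersions, each of these with all 9 genes of Table 1. The cause was not tested. The 13 named genes kept their direction in all 324 results under the alternatives set in advance, and 15 of these results, from the likelihood-ratio test and DESeq2, passed an FDR of 0.05 where the quasi-likelihood test did not. Single pools mattered most for DENND6B, whose log2 fold change ranged from -5.95 to -0.27 with single rams or pools left out.

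The number of correlated pairs (5) was 7 with log2(CPM + 1), 6 with summed pools, 7 with the parametric p, 5 with RLE normalization, 3 with Spearman's coefficient and 4 to 8 with single rams left out, the 8 without Ram424. Of the pairs of Table 2, 5 passed, 5, 5, 6 and 5 in the first 4 of these settings, 3 with Spearman's coefficient, 2 to 5 with single rams left out (2 without Ram498 and 2 without Ram511) and 5 with LOC114113186 in place of GALNT13. For the GALNT13 pair the coefficient changed sign with Spearman's coefficient, to 0.0304. The cause was not tested. Of 77 results for the 7 named pairs, 62 kept their side of the threshold, 12 no longer passed, 2 newly passed and 1 changed sign. The pairs that no longer passed were those of AK8 (without Ram410, Ram424, Ram498 or Ram511), CARS (without Ram444 or Ram498), UBE3D at position 11335792 (without Ram498 or Ram511, and with Spearman's coefficient) and LOC101103023 (without Ram424 or Ram511, and with Spearman's coefficient).

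Depth limits the single sites, since only 630532 of 1850625 cytosines had at least 20 reads in every ram, and the genes with few counts, such as LOC105604880, which had 15 counts or more in 3 pools.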

Differences from the paper's values

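The settings here that were chosen after the values were seen are the F test where overdispersion is over 1, the likelihood-ratio tests on genes with 15 counts in at least 3 pools, and LOC114113186 in place of GALNT13. All other alternatives were set before the data were examined.

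The paper reports 166 DMCs, and 341 were found here. The paper's counts of 134 hypomethylated and 32 hypermethylated DMCs compare with 291 and 50. Of the alternatives set before the data were examined, none gave a count of DMCs within 1.5 times the paper's: the F test gave 0, limma 0, no overdispersion correction 5905, a minimum of 20 reads 61, the coverage cap 339, merged strands 341, q under 0.05 529, differences of over 25 points 334 and single rams left out 446 to 1424. None came within 1.5 times the paper's counts by direction either. Lower and higher DMCs were 0 and 0 with the F test, 0 and 0 with limma, 4586 and 1319 without overdispersion correction, 58 and 3 with at least 20 reads, 289 and 50 with the coverage cap, 291 and 50 with merged strands, 460 and 69 with q under 0.05, 285 and 49 with differences of over 25 points, and 359 to 1326 and 87 to 206 with single rams left out. An F test where the overdispersion is over 1 with a chi-square test otherwise, chosen after the values were seen, gave 166 DMCs, 134 lower and 32 higher, dropping 0 of the DMCs of Table S1, and is the setting under which the count equals the paper's. The paper's model holds the age of the ram, whereas p-values from the fit with diet alone were within 0.001% of those of Table S1 at all 166 sites.

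The paper reports 39 DMCs with a difference of over 50 points, and 109 were found here. None of the alternatives set before the data were examined came within 1.5 times the paper's count: 0 with the F test, 0 with limma, 700 without overdispersion correction, 11 with at least 20 reads, 108 with the coverage cap, 80 with merged strands, 131 with q under 0.05, 109 with differences of over 25 points and 193 to 486 with single rams left out. The added F test where overdispersion is over 1 gave 39, and 39 of the 166 DMCs of Table S1 exceed 50 points here.

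The paper reports 45 DMRs, which in Table S2 are windows that form 27 regions, and 360 windows passed here. The paper's 11 DMCs inside DMRs compare with 157 DMCs of this list inside its windows, and 11 DMCs of Table S1 lie in windows of Table S2. Every alternative set before the data were examined differed from the paper's count of windows: 0 with the F test, 5591 without overdispersion correction, 201 with at least 5 cytosines, 502 with q under 0.05, 240 with differences of over 25 points and 365 to 2313 with single rams left out. The number of DMCs inside windows also differed under each of them: 0 with the F test, 3178 without overdispersion correction, 120 with at least 5 cytosines, 260 with q under 0.05, 134 with differences of over 25 points and 173 to 869 with single rams left out. The added F test where overdispersion is over 1 gave 58 windows, the closest of the settings run, and called 33 of the 45 windows of Table S2.

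The paper gives an average of 36.3% methylated cytosines in CG context, and its text does not name the reads or cytosines this covers, while the methylated share of reads at the cytosines tested here averaged 12.7% over rams. No alternative was run for this value. Cytosines with under 10 reads in any ram are left out here. The paper gives 39.1 M reads per pool of embryos, whereas the counts on genes averaged 1.58 M per pool. The first are sequenced reads and the second reads counted on genes, and no alternative was run. The text of the paper does not name the strand setting of the counting, which was not tested.

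The paper reports 9 differentially expressed genes, 6 lower and 3 higher in embryos from treatment sires, where the quasi-likelihood test of edgeR found 0, 0 lower and 0 higher (1306 genes at an unadjusted p under 0.05; 5 genes by the likelihood-ratio test and 16 by DESeq2). None of the alternatives set before the data were examined came within 1.5 times the paper's total: the likelihood-ratio test gave 5, DESeq2 16, and RLE normalization, no filter, edgeR's own filter, summed pools, the ram as a random effect and single rams or pools left out gave 0. By direction, DESeq2 with 7 lower genes and the likelihood-ratio test with 2 higher genes came within that range, while the likelihood-ratio test with 3 lower, DESeq2 with 9 higher and the other settings with 0 did not. DESeq2 and the likelihood-ratio test each called 5 genes of Table 1: C20H6orf136, HRC, CERS1, UNC93A and LOC114111604. With genes that had 15 counts in at least 3 pools, chosen after the values were seen, 16979 genes were tested, the number the paper gives, and LOC105604880 was among them. Of 13 combinations of normalization and dispersion for the likelihood-ratio test on these genes, all chosen after the values were seen, 11 called all 9 genes of Table 1, dropping 0 of them, in totals of 9 to 29 genes, and 2 called 6 and dropped 3. The total was 9 only with upper-quartile normalization and trended tagwise dispersions. The median gap to the log2 fold changes of Table 1 was 0.0055 to 0.0059 in the settings without normalization factors and 0.073 to 0.115 in the others. The paper states TMM.

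The paper gives a correlation coefficient of -0.762 for GALNT13, and computed in the same way over the 6 rams, which form clusters by diet, it was -0.294 here. Leaving out Ram498, set before the data were examined, gave -0.751, while the others did not come within the error: log2(CPM + 1) -0.262, summed pools -0.314, Spearman's coefficient 0.0304, RLE normalization -0.302 and the other single rams left out -0.496 to -0.110. With LOC114113186, the gene that Table S1 names at this site, chosen after the values were seen, the coefficient was -0.766 (exact two-sided permutation p = 0.1). By the parametric p of Pearson's coefficient (0.0757), that pair passed the thresholds of the paper.

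The statement that promoters and exons hold 8% of DMCs holds in Table S1 for each class alone (7.23% and 7.83%), whereas 13.9% of DMCs are in a promoter or an exon. The methods describe the correlation for DMCs in promoter regions, while Table 2 lists introns and an exon beside 1 promoter. The discussion names 7 correlated genes, where Table 2 lists 7 DMCs in 6 genes.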

Other observations

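Tests chosen after the result was seen are the split of the DMCs of Table S1 by the change of their neighbours, the fall of each methionine-treated ram at DMCs called without it, and for the likelihood-ratio test the splits of the 12 pools, their grouping by the side of pools Embryo444_2 and Embryo511_1, and the sum of pools per ram. The other tests were set before their outcomes were computed.

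Chance cannot be excluded for the sperm results with 3 rams per diet. Of the 10 ways to split the 6 rams into 3 and 3, 4 gave as many DMCs as the diets (341), 5 gave as many windows (360) and 2 had as large a share of DMCs in 1 direction (85.3%), and the share of splits could not fall under 0.1 in this design. The split of Ram423, Ram424 and Ram444 from Ram410, Ram498 and Ram511 gave the most, 1694 DMCs and 2777 windows, with 0 DMCs shared with the diets. At 1593 of these DMCs methylation was lower in Ram410, Ram498 and Ram511, and the mean level was 29.2%, 26.9% and 25.8% in these rams against 62.4% to 64.6% in Ram423, Ram424 and Ram444. A variant of the sheep genome at the cytosine, where C and T are read as methylated and unmethylated, changes 1 base. Neighbouring cytosines within 50 bp changed by a median share of 0.8641 of the change at these DMCs, which argues against such variants for this set. Averaged over all cytosines, Ram410, Ram498 and Ram511 also had the lowest levels (12.6%, 12.1% and 12.4%, against 13.2% to 13.6% in the other rams). The difference of 1.08 points in this mean level was the largest of the 10 splits. What separates these rams was not tested, and no condition in the labels follows the split.

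Variants were also tested at the DMCs of Table S1. Over the 144 with a neighbour, the median share was 0.6102, which argues against variants as the explanation for all of them, and at 63 the neighbours changed by over 0.75 of the change at the DMC. Some neighbours are DMCs themselves, chosen for their change, which can raise these values. At 60 the neighbours changed by under 0.25, while the neighbours themselves were methylated at a median of 97.7%. At those 60, 80.28% of the levels of single rams were within 10 points of 0%, 50% or 100%, against 58.2% at the 63 and 35.1% at other cytosines matched on the mean level. The 22 DMCs of Table S1 without a neighbour had 79.55% of levels there, against 37.05% at their matched cytosines, and neighbours can neither exclude nor show a variant at these. Of the 60 DMCs with unchanged neighbours, 21 rose with methionine. Neighbours already near 100% could not have risen with them, so where that held their lack of change says nothing about a variant. A candidate explanation for the 60 as a set is still a C/T variant that happens to be distributed by diet among the 6 rams. A change of methylation at a single cytosine was not excluded, since the genotypes of the rams were not used here. The named DMCs whose neighbours hardly changed (by under 0.25 of the change at the DMC) are those of WWOX, FOXF2, ZNRF3, NF2, TBCD, AK8, DAB2IP, CAMSAP2, LOC101103023, both of SLIT3, 1 of CCBE1 and the site of largest increase in Table S1 (chromosome 3, position 190588956), and those whose neighbours changed with them are those of CHST11, FSTL4, CNTF, PLXND1, CARS, ADNP2 and 4 of CCBE1. Those of GALNT13 and JADE2, both of UBE3D and the site of largest decrease had no neighbour.

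The methylated share of reads was 6.14% in Ram498 and 9.12% in Ram511, against 14.8% to 15.6% in the other rams. Averaged over cytosines, without weighting by reads, the level was 12.1% and 12.4% in these rams, 12.6% in control Ram410 and 13.2% to 13.6% in the rest, so that on this measure they lie under Ram410 by less than the SD of 0.485 between control rams. In Ram498 and Ram511 the share of reads lay under this mean level, and in the other rams above it. Their coverage was thus higher at cytosines with less methylation, unlike in the other rams. Both rams are methionine-treated, so this skew of coverage is partly confounded with diet. Its effect on the DMCs was not tested. Whether lower methylation of Ram498 and Ram511 is behind the hypomethylated DMCs stays open. At the hypomethylated DMCs called with all rams Ram424 fell in the median by 0.944 of the fall of Ram498 and Ram511, but DMCs are chosen for rams of a diet that are alike, so this excludes nothing. At the 1326 hypomethylated DMCs called without Ram424 (93.1% of 1424) it fell by 0.1631 of their fall. As a ram is less extreme at DMCs chosen without it, the other rams were tested in the same way: Ram498 fell by 0.493 of the fall of the other methionine-treated rams at the 386 called without it, and Ram511 by 0.665 at the 359 called without it. The difference between these values was not tested, and with 1 ram left out at a time it cannot be told apart from other differences between the rams.

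For the embryos, 100 splits of the 12 pools, drawn from 462 and including the diets, were tested. By the likelihood-ratio test 15 of 100 gave at least 5 genes and the most was 177, so chance cannot be excluded for the 5 genes. As the diets do, 63 of these splits put the poorly correlated pools Embryo444_2 and Embryo511_1 on opposite sides, and of these 4 gave 5 genes and none gave more, whereas the 177 had both pools on 1 side. By the quasi-likelihood test 100 of 100 gave at least the 0 of the diets (1306 genes at an unadjusted p under 0.05; 5 genes by the likelihood-ratio test and 16 by DESeq2), which any split must and so says nothing, while 15 of 100 gave as many genes at an unadjusted p under 0.05. When the pools of a ram were kept together, 9 of the 10 splits of the rams gave at least 5 genes by the likelihood-ratio test, up to 1070 between Ram410, Ram423 and Ram424 and the rest, a split in which the quasi-likelihood test called 3 genes, against 0 in the other 9. The 3 highest of these counts (1070, 225 and 116) also have pools Embryo444_2 and Embryo511_1 on 1 side, but so has the split with the fewest, 4 genes between Ram410, Ram423 and Ram498 and the rest, so the side of these pools alone does not account for the counts. Of the 6 splits of rams with these pools on opposite sides, the diets gave 5 genes and the other 5 splits gave 15 to 98, which is consistent with variation between rams that a model of single pools leaves out, although the groups there held unequal numbers of pools. Summing the pools of each ram, the likelihood-ratio test called 1 gene (FDR 0.0163), but the smaller number of libraries lowers the count as well, so variation between rams left out of the model cannot be told apart from the loss of libraries in that test.

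Pools Embryo424_1 and Embryo424_2 were more alike than any other pools, with a Spearman correlation of 0.955 and a chi-square of 3.18 per degree of freedom between their counts, against at least 7.89 for any other pair. Of the 9 pairs of pools from the same ram, 6 are of Ram424, with 0.865 to 0.955, while those of the control rams had 0.837 (Ram410), 0.828 (Ram423) and 0.585 (Ram444, with pool Embryo444_2). The median over the 9, 0.870, therefore rests on Ram424, and it was 0.815 for pools of other rams of the same diet and 0.831 for pools of the other diet. Whether these pools share a dam was not used here, and no explanation was tested. With them summed, the likelihood-ratio test called 0 genes.

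For the pairs of DMCs and genes, random expressed genes in place of the named genes gave a median of 8 pairs past the thresholds (95% of draws between 3 and 13), and 89.76% of 10000 draws gave at least the 5 found, so that chance pairing of DMCs with genes is enough for that number. This says nothing on a single pair. The DMCs separate the diets by selection, and any gene whose expression differs between the same rams can pass.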
